A study of Gallus gallus with 9 samples. Its data were reported in "Embryonic heat conditioning induces paternal heredity of immunological cross- tolerance: coordinative role of CpG DNA methylation and miR-200a regulation" (2025).

How the data were processed

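Sperm DNA of 9 adult Cobb broiler males (Gallus gallus) was profiled by reduced representation bisulfite sequencing (RRBS), in which a restriction digest enriches CpG-rich DNA and bisulfite converts unmethylated cytosines, so that the methylated share of reads can be read at single cytosines. Per the labels, 5 males hatched from eggs incubated under standard conditions (F0C: 37.8 °C, humidity 56%), and 4 males hatched from eggs that were warmed on embryonic days 7 to 16 for 12 h daily (F0EHC: 39.5 °C, humidity 65%). Sperm was taken from each bird separately, and each library is 1 bird. Groups and replicate numbers were taken from the sample titles, and table columns were joined to samples by the bird number in the sample descriptions.

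The libraries were made with the Zymo-Seq RRBS kit and read as paired ends on an Illumina NovaSeq. The submitters' processing notes name Trim Galore for trimming, Bismark with Bowtie for mapping, edgeR for single sites and galGal5 as the genome build, and the study names metilene for regions. Coordinates of sites and regions are given in galGal5. The table of single sites holds methylated and unmethylated read counts, which were deposited by the authors without normalization, and the percent of methylated reads, which the authors computed from those counts. It lists only cytosines that the authors called differentially methylated (differentially methylated sites, DMSs) with at least 8 reads in every library and an edgeR FDR below 0.05. The number of sites listed equals the number in the legend of the study's heat map. It differs slightly from the number in the study's text, for a reason that was not settled. The table of regions holds the mean methylation percent of each region in each library, as averaged by the authors, and read depth is unknown for it. The differentially methylated regions (DMRs) that the study reports were not singled out among the listed regions, so counts of listed regions here are not counts of those DMRs. In it 31 control values were spreadsheet errors and were treated as missing. Statistics of the authors' own tests, genomic features and gene symbols were not used here, so the tests of genomic features, gene lists and microRNA-200a targets were not run. The RefSeq gene table used (assembly GRCg7b) carried no Ensembl IDs, so 0 of the 3626 Ensembl gene IDs in the region table could be matched to a symbol. Sites and regions are therefore named by position.

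Direction was the F0EHC group mean minus the F0C group mean of the library percentages. Sites 1 bp apart were joined as both strands of 1 CpG, which also merges CpGs that directly touch, and sites within 500 bp were joined as loci. The share of loci higher in F0EHC was compared with an even split by a two-sided exact binomial test, since neighbouring cytosines are not independent. Library values were compared by two-sided exact permutation over all ways of drawing 4 of the 9 libraries, where the smallest p is 0.00794, with Benjamini-Hochberg adjustment within each set of named items. Chromosomes with at least 20 loci were compared by two-sided Fisher's exact test. These choices were made before the data were examined, as were the alternatives tried, except for the likelihood ratio test, the quasi-binomial model, the log ratio scale, the unadjusted p for sites, the replicate block for regions, counts and the long-locus test without parts of the genome, and several fits with a library left out or a coverage minimum. The listed sites were also refitted with edgeR's quasi-likelihood test on the methylated and unmethylated counts, and the regions with limma (trend over mean level) on the percentages. The plan had foreseen only a description of called sites, and a test of region q values that were not used here, so the refits were chosen once the content of the tables was known. Because every listed site was selected on these same libraries, neither the refit nor any permutation test on listed items is independent evidence of a difference.

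The items to name were set by rule: the 12 loci higher and the 12 lower in F0EHC with the most listed CpGs of 1 sign only, the 5 sites higher and the 5 lower with the largest absolute fitted log fold change, and the 12 regions higher and the 12 lower with the smallest adjusted p, ties going to the largest absolute difference. The rule asked for gene names, and positions took their place for loci and sites. The results give the first 7 higher and 4 lower loci, all 10 sites, and the first 2 regions per direction, and summarise the others, of which 3 loci are described among the other observations, chosen after their values were seen. The alternatives tried were other thresholds, other joining distances, a coverage minimum of 10 or 20 reads, each library left out in turn, the replicate number as a block, a likelihood ratio test, a quasi-binomial model and a log ratio scale.

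Data were simulated with 200 changed features. For sites, read depth and shuffled control levels came from the real libraries, but the spread between birds was a fixed, assumed value. The refit of the 1286 simulated sites recovered 1.49%, 31.3% and 78.8% of sites changed 2-fold, 4-fold and 8-fold in odds. Of its calls, 6.33% were false. The spread between the real birds may differ, so these rates need not hold for the real refit. Regions were simulated with the spread of each region among the real libraries. The region test on 6428 regions recovered 1.49%, 29.9% and 83.3% of regions shifted by 5, 10 and 20 percentage points. Of its calls, 2.56% were false. Exact permutation gave p at or below 0.05 for 5% of simulated unchanged items. Profiles of the libraries over regions correlated between 0.906 and 0.938, so no library was taken for a second copy of another. The analysis used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and limma 3.58.1.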

Results

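Sperm methylation was compared between 5 control males (F0C) and 4 males that had been heat conditioned as embryos (F0EHC). The question was whether sperm methylation differs after heat conditioning in the egg. Humidity was raised along with temperature, so their effects cannot be told apart here. Offspring were not among these samples, so whether a difference is passed on was not tested. The site table listed 1286 cytosines as differentially methylated. Median coverage of these sites was between 37 reads (F0C replicate 1) and 50 reads (F0C replicate 2) per library, and the libraries held between 58251 and 86529 reads over all listed sites. Coverage did not separate the groups, at a mean of 43.0 ± 4.69 reads (SD, n = 5) in F0C and 46.0 ± 3.37 reads (SD, n = 4) in F0EHC (exact permutation p = 0.333). Over sites, the median coverage was 44 reads, so that a single read moves a typical value by only a few percentage points.

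Among the listed sites, 768 were more methylated in F0EHC sperm and 518 were less methylated. Sites of the first kind stood at a median of 5.04% in F0C and 24.6% in F0EHC, and sites of the second kind at 25.2% in F0C and 5.26% in F0EHC. Both directions thus mostly joined a nearly unmethylated state in one group to a partly methylated state in the other. Averaged over the higher sites, the libraries were at 8.71% ± 1.98 (SD, n = 5) in F0C and 30.1% ± 2.90 (SD, n = 4) in F0EHC (exact permutation p = 0.00794, adjusted p = 0.0317). Over the lower sites the averages were 29.8% ± 1.55 (SD, n = 5) and 9.34% ± 0.558 (SD, n = 4), with the same exact permutation p of 0.00794 and adjusted p of 0.0317. The sites had been chosen for this contrast on the same libraries, so these p-values are not independent evidence.

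The surplus of higher sites lay in a small number of densely listed loci. The 1286 cytosines came from 1108 CpGs, of which 164 were listed on both strands, always with the same sign, and from 690 loci when sites within 500 bp were joined. Of these loci, 351 were higher, 333 were lower and 6 were mixed, which did not differ from an even split (51.3% higher, exact binomial p = 0.516). Counted as single sites, the share was 59.7% higher (exact binomial p = 3.28e-12). Loci with at least 5 listed CpGs numbered 26 higher and 8 lower, with 1 mixed, and held 323 higher and 68 lower sites. The remaining loci were 325 higher and 325 lower, with 5 mixed, and held 445 higher and 450 lower sites. The difference between long and short loci had a Fisher's exact p of 0.00258, a test chosen after the counts were seen, which counts loci as independent. Of the 26 long higher loci, 9 lay in a single stretch of chromosome 27, and without that stretch the long loci were 17 higher and 8 lower (Fisher's exact p = 0.102).

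At 3 of the 7 longest higher loci every conditioned male lay above every control, and at the other 4 some conditioned males overlapped controls. At chromosome 6 positions 7933574 to 7933709 (16 CpGs, median 27 reads), methylation was 8.22% ± 2.6 (SD, n = 5) in F0C and 41.4% ± 15.3 (SD, n = 4) in F0EHC (exact permutation p = 0.00794, adjusted p = 0.0476). At chromosome 8 positions 28376514 to 28376843 (15 CpGs, median 60 reads), it was 4.84% ± 2.28 (SD, n = 5) and 23.2% ± 9.15 (SD, n = 4), with an exact permutation p of 0.00794 and an adjusted p of 0.0476. F0EHC replicate 2 was the lowest conditioned male at both, at 19.1% and 9.58%. At chromosome 15 positions 11210730 to 11210961 (16 CpGs, median 38 reads), F0C stood at 2.6% ± 0.951 (SD, n = 5) and F0EHC at 19.5% ± 16.7 (SD, n = 4), again with an exact permutation p of 0.00794 and an adjusted p of 0.0476. That mean joined 36.4% and 31.3% in F0EHC replicates 2 and 3 to 6.37% and 3.95% in replicates 1 and 4, the latter just above the highest control at 3.90%.

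In 4 more of the longest higher loci the adjusted p was above 0.05. The locus with the most CpGs, 20 CpGs on an unplaced contig at positions 28451 to 29074 (median 39 reads), was at 31.6% and 25% in F0EHC replicates 2 and 4 and at 2.70% and 1.69% in replicates 1 and 3, against 1.17% ± 0.635 (SD, n = 5) in F0C (exact permutation p = 0.0159, adjusted p = 0.0635). On chromosome 23 at 5056072 to 5056519 (17 CpGs, median 49.5 reads), F0EHC replicate 4 stood at 2.08%, near the F0C mean of 3.35% ± 1.81 (SD, n = 5), and the F0EHC mean was 23.2% ± 14.4 (SD, n = 4; exact permutation p = 0.0317, adjusted p = 0.0952). The chromosome 20 locus at 10105428 to 10105882 (18 CpGs, median 41 reads) was at 39.1% ± 12.9 (SD, n = 4) in F0EHC and 16.7% ± 17.8 (SD, n = 5) in F0C, where replicate 1 reached 46.6% (exact permutation p = 0.0794, adjusted p = 0.112). The chromosome 27 locus at 389109 to 389229 (16 CpGs, median 50 reads) was at 29.6% ± 19.5 (SD, n = 4) and 6.28% ± 11.9 (SD, n = 5), with an exact permutation p of 0.0635 and an adjusted p of 0.109. Of the 12 higher loci named by the rule, 8 had an exact p under 0.05 and 3 had an adjusted p under 0.05. Those 3 stood at the smallest exact p that the test can give. Their adjusted p was set by how many named loci reached that floor. The loci were built from sites called on these same libraries, so these p-values are not independent evidence.

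**Figure D1:**
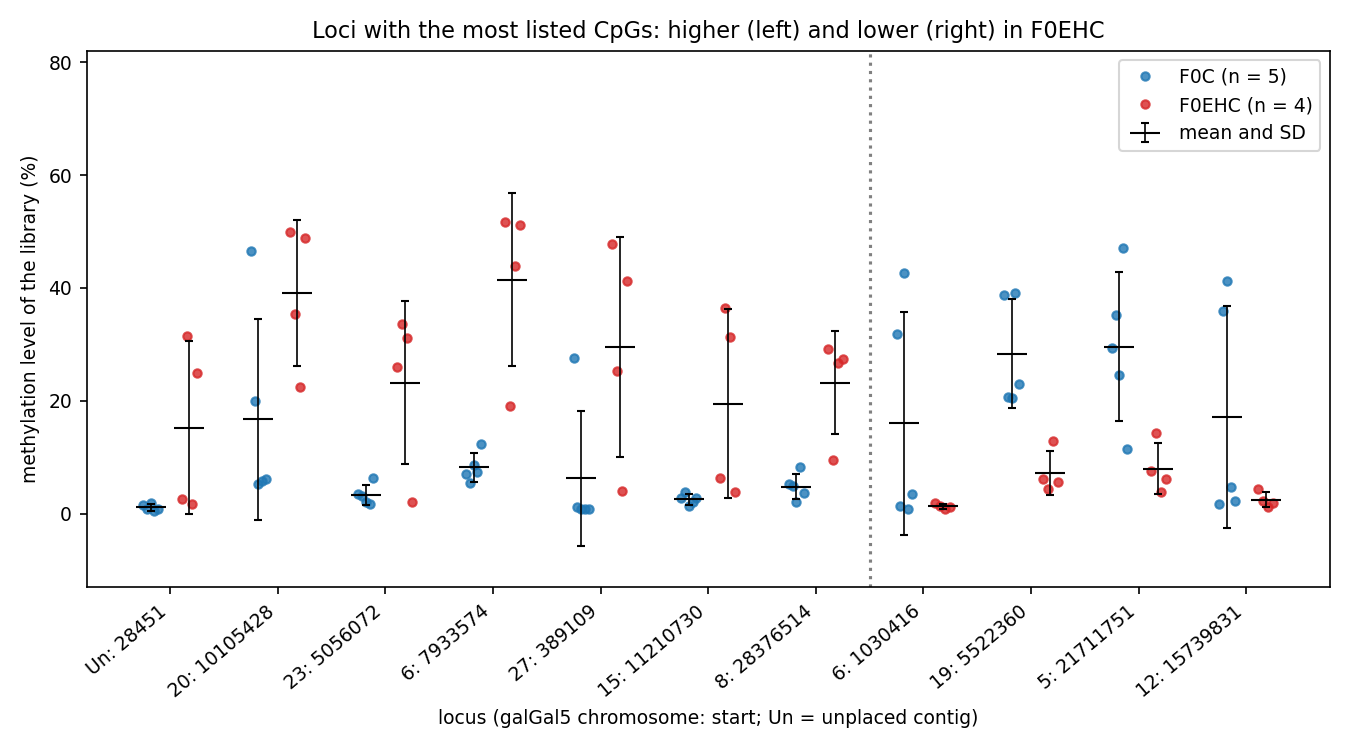
Methylation level (%) of each library, averaged over listed sites, at the 7 higher and 4 lower loci with the most listed CpGs. Points are single birds (F0C blue, n = 5, F0EHC red, n = 4), and bars are the group mean and SD; at the unplaced contig only 2 of the 4 conditioned birds, at 31.6% and 25%, stand away from the controls.

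The lower loci with the most listed CpGs had fewer of them than the higher ones. On chromosome 19 at 5522360 to 5522402 (6 CpGs, median 57 reads), methylation was 28.4% ± 9.66 (SD, n = 5) in F0C and 7.29% ± 3.87 (SD, n = 4) in F0EHC, and every conditioned male lay below every control (exact permutation p = 0.00794, adjusted p = 0.0476). On chromosome 5 at 21711751 to 21711779 (6 CpGs, median 67 reads), the levels were 29.6% ± 13.2 (SD, n = 5) and 8.01% ± 4.5 (SD, n = 4), with an exact permutation p of 0.0238 and an adjusted p of 0.0816. At the lower locus with the most CpGs, on chromosome 6 at 1030416 to 1030481 (11 CpGs, median 47 reads), only F0C replicates 1 and 3 were methylated, at 31.9% and 42.6%, and the groups were not separated (exact permutation p = 0.254). On chromosome 12 at 15739831 to 15739860 (6 CpGs, median 67 reads), only F0C replicates 2 and 3 were methylated, at 35.9% and 41.2% (exact permutation p = 0.254). Of the 12 lower loci named by the rule, 4 had an exact p under 0.05 and 1 had an adjusted p under 0.05. That locus, on chromosome 19, also stood at the smallest exact p that the test can give. The limits given for the higher loci hold here as well.

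On chromosome 27, a stretch of 215 kb from 277281 to 492070 held 10 loci with 92 listed sites, all higher in F0EHC, which is 12.0% of all higher sites. The same birds were methylated at nearly all of these loci, except that F0EHC replicate 2 was at 2.67% at 324353 to 324400, below F0C replicate 3 at 6.06%. Over its sites, the mean level was 46.7%, 20.9% and 33.5% in F0EHC replicates 1, 2 and 4 and 25.2% in F0C replicate 1, and it was 1.88% in F0EHC replicate 3 and between 0.907% and 1.70% in the other 4 controls. As groups, F0C stood at 6.02% ± 10.7 (SD, n = 5) and F0EHC at 25.8% ± 19.1 (SD, n = 4), and the exact permutation p was 0.0952. With a library left out, the difference of 19.7 points ranged from 12.8 points (without F0EHC replicate 1) to 27.7 points (without F0EHC replicate 3). The exact permutation p was then 0.0286 without F0C replicate 1, 0.0357 without F0EHC replicate 2 or 3, 0.171 without any other control and 0.304 without F0EHC replicate 1 or 4. Coverage was uneven within the stretch, with locus medians up to 355 reads.

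**Figure D2:**
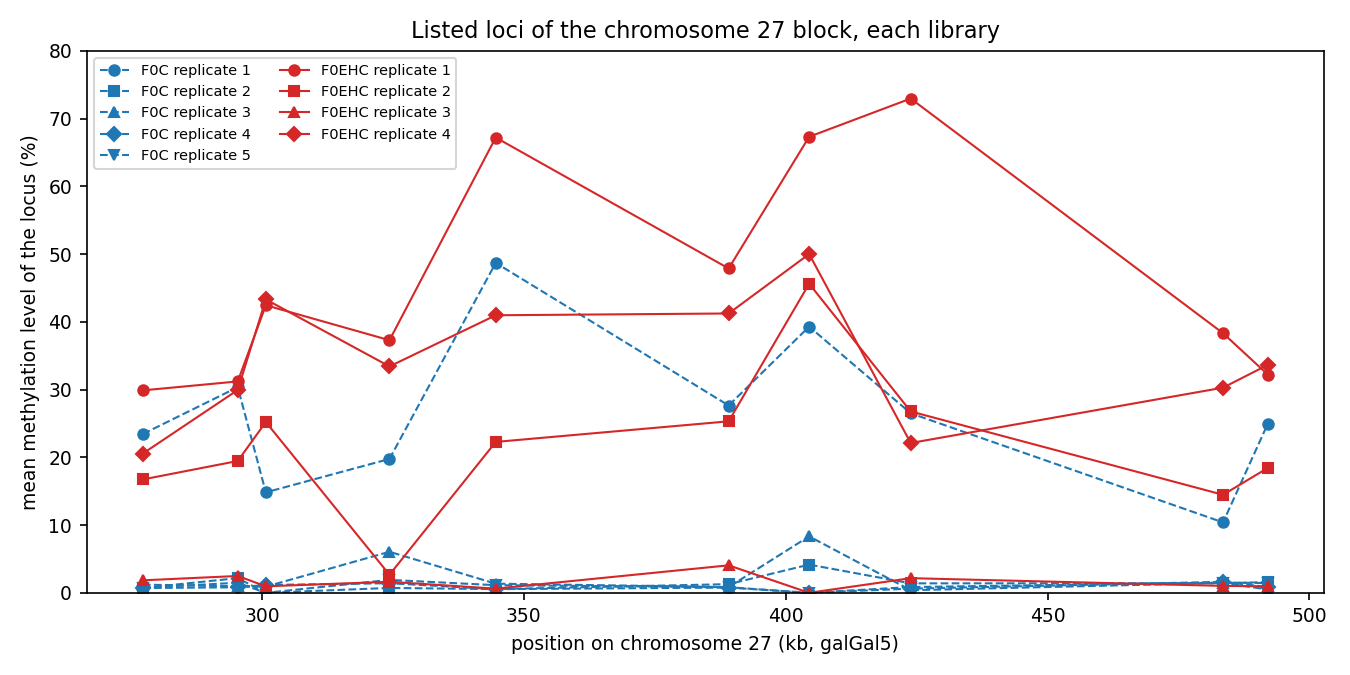
Mean methylation level (%) of the 10 listed loci of the chromosome 27 stretch against position (kb, galGal5), with 1 line per library (F0C blue and dashed, F0EHC red). F0EHC replicates 1, 2 and 4 and F0C replicate 1 lie above the other 5 libraries at nearly all loci, and F0EHC replicate 3 averages 1.88%.

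The single sites with the largest fitted change went from nearly unmethylated to methylated, or the reverse. On chromosome 20, the sites 5470992 and 5470993, both strands of 1 CpG, were at 0% and 2.50% ± 1.43 (SD, n = 5) in F0C and at 42.6% ± 24.7 and 67.6% ± 16.7 (SD, n = 4) in F0EHC, with medians of 22 and 36 reads (exact permutation p = 0.00794, adjusted p = 0.0198 for each). The site 5648110 on the same chromosome (median 31 reads) was at 0% in all controls and at 31.0% ± 6.12 (SD, n = 4) in F0EHC (exact permutation p = 0.00794, adjusted p = 0.0198). In the other direction, the sites 4483812 and 4483813 on chromosome 27 were at 45.1% ± 18.7 and 29.9% ± 14.8 (SD, n = 5) in F0C and at 0% in all conditioned males, on medians of 16 and 22 reads, with adjusted p of 0.0265 and 0.0198 by exact permutation. Chromosome 4 position 86471485 was at 34.2% ± 17.5 (SD, n = 5) in F0C and 0% in F0EHC, with a median of 24 reads (exact permutation p = 0.0159, adjusted p = 0.0265).

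The other 4 of these sites rested on fewer birds. Chromosome 6 position 10805417 (median 19 reads) read 100% in F0EHC replicates 1, 2 and 3 and 0% in replicate 4, and 0% in 4 controls (exact permutation p = 0.0476, adjusted p = 0.0529). Chromosome 1 position 37937306 (median 27 reads) was at 0% in all controls and in F0EHC replicate 4, with a F0EHC mean of 30.6% ± 22.9 (SD, n = 4; exact permutation p = 0.0476, adjusted p = 0.0529). Chromosome 2 position 117433729 (median 30 reads) was at 72.4% ± 16.8 (SD, n = 5) in F0C, at 63.3% in F0EHC replicate 2 and at 0% in the other conditioned males (exact permutation p = 0.0238, adjusted p = 0.0340); without F0C replicate 1, 3, 4 or 5 the exact p was 0.0571. Chromosome 28 position 3133278 (median 54 reads) was at 19.2% ± 16.4 (SD, n = 5) in F0C and 0% in F0EHC (exact permutation p = 0.0873, adjusted p = 0.0873), and without F0C replicate 2 the exact p was 0.0286.

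Across all listed sites, complete separation of the birds was the exception. At 161 higher and 104 lower sites no conditioned male overlapped a control, which is 20.6% of the sites, where chance gives 1.59% at unselected sites. At 225 sites (17.5%), leaving out 1 library removed over 50% of the difference or turned its sign, and F0EHC replicate 1 alone accounted for 78 of them. When the listed counts were refitted, edgeR's quasi-likelihood test placed 0 sites under an FDR of 0.05 (smallest adjusted p = 0.0685) and 579 under an unadjusted p of 0.05, while edgeR's likelihood ratio test placed 625 and a quasi-binomial model 327 under an adjusted p of 0.05. Adjustment here ran over the listed sites alone, and edgeR's estimate of spread between libraries came from them as well.

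The region table listed 6428 regions, with a median length of 73 bp and a median absolute difference of 4.55 percentage points. Of these, 3602 were higher and 2826 lower in F0EHC, 56.0% against an even split (exact binomial p = 3.74e-22). That binomial test counts regions as independent, although all rest on the same 9 birds. Of all ways of drawing 4 of the 9 libraries, 71 gave a share as far from 50% (exact permutation p = 0.563). The regions had been listed for the real grouping, so other draws are not a like comparison and this p decides nothing. The mean level over all regions was 34.2% ± 1.16 (SD, n = 5) in F0C and 34.9% ± 1.37 (SD, n = 4) in F0EHC (exact permutation p = 0.452). Differences of at least 10 points were found at 251 higher and 187 lower regions. No overlap between groups was found at 309 higher and 192 lower regions, 7.79% of the total, where chance gives 1.59% at unselected regions, and the regions had been listed from these same libraries. This count of 501 was 930 without F0EHC replicate 4 and between 687 and 830 without any other single library, where fewer birds make separation by chance more frequent as well.

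Regions with little methylation were more often higher in F0EHC. Among regions with a mean under 5% over all libraries, 798 were higher and 392 lower, or 67.1% (Fisher's exact p = 1.06e-17 against all other regions, adjusted p = 5.30e-17). Regions between 5% and 20% had 48.5% higher (adjusted p = 7.51e-08 by Fisher's exact test), those above 60% had 50.3% higher (adjusted p = 0.00582), and those between 40% and 60%, the largest class at 2889 regions, had 56.4% higher (adjusted p = 0.614). Those between 20% and 40% had 52.4% higher (adjusted p = 0.0672 by Fisher's exact test). This split by level was not part of the plan. The tests treat regions as independent, although all rest on the same 9 birds and were listed for the real grouping. Whether single birds carried the surplus under 5% was not tested.

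**Figure D3:**
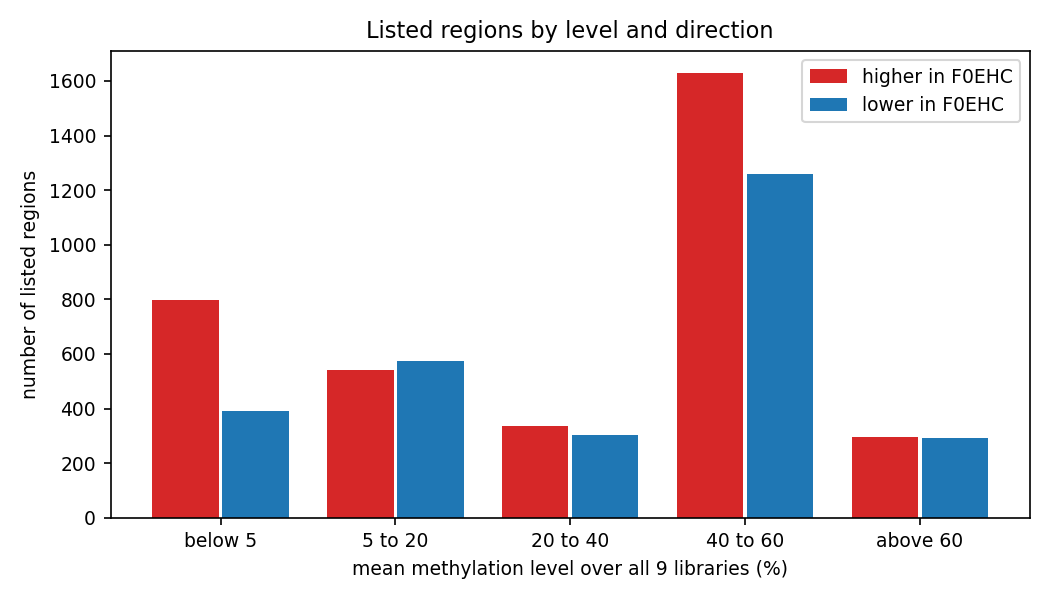
Number of listed regions that were higher (red) or lower (blue) in F0EHC, by mean methylation level (%) over all 9 libraries. Below 5% there were 798 higher and 392 lower regions, and in the class from 40% to 60% there were 1629 and 1260.

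The adjusted p of limma was tied across many regions, so that the size of the difference set the order of the named ones. First among the higher regions was chromosome 6 at 1549829 to 1549896 (ENSGALG00000025936.1), with 26.4% ± 28.7 (SD, n = 5) in F0C and 68.3% ± 3.40 (SD, n = 4) in F0EHC (exact permutation p = 0.0397, adjusted p = 0.0794). The next was the region of the chromosome 6 locus named above, at 7933573 to 7933709 (ENSGALG00000002942.5), with 10.03% ± 4.07 (SD, n = 5) and 42.7% ± 14.8 (SD, n = 4; exact permutation p = 0.00794, adjusted p = 0.0635). Among the lower regions, positions 2931 to 2980 of an unlocalised contig of chromosome 1 (ENSGALG00000045102.1) were at 55.9% ± 17.7 (SD, n = 5) and 32.2% ± 20.5 (SD, n = 4; exact permutation p = 0.103, adjusted p = 0.116), and chromosome 19 at 6858796 to 6859320 (ENSGALG00000004778.5) was at 50.8% ± 5.46 (SD, n = 5) and 27.2% ± 13.8 (SD, n = 4; exact permutation p = 0.0159, adjusted p = 0.0635). Of the 24 named regions, 13 had an exact p under 0.05 and 0 had an adjusted p under 0.05 (smallest 0.0635). Some named regions stood at the same smallest exact p as the named loci with an adjusted p under 0.05. The adjusted p therefore does not separate loci from regions, and the regions had been listed from these same libraries. Over all regions, limma placed 0 under an adjusted p of 0.05 (smallest adjusted p = 0.256) and 1236 under an unadjusted p of 0.05, of which 832 were higher and 404 lower. On the log ratio scale limma also placed 0.

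Sites and regions agreed in sign where they met. Of the 1286 sites, 660 (51.3%) lay inside a listed region, and 654 of these (99.1%) had the sign of that region (exact binomial p = 4.73e-185). Both lists were drawn from the same reads, so this compares 2 ways of calling and is not independent evidence.

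The sites were spread over all size classes of chromosome, with 701 on microchromosomes, 225 on chromosomes 1 to 5, 37 on Z, 5 on W contigs and 117 on other unplaced or random contigs, and the rest on chromosomes of intermediate size. By loci, 0 of the 14 chromosomes tested departed from the others in direction by Fisher's exact test (smallest unadjusted p = 0.0726, 0 under an unadjusted p of 0.05). By single sites 4 of 22 chromosomes and contigs did, and chromosome 27 was one of them, with 127 higher and 34 lower sites (Fisher's exact p = 4.73e-08, adjusted p = 1.04e-06). This test counts neighbouring cytosines as independent, and 92 of those higher sites lay in the stretch described above. Another of the 4 was an unplaced contig whose 24 listed sites formed 1 locus.

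The study followed up microRNA-200a, a small RNA encoded on chromosome 21. A window of 20 kb around a region that the study names upstream of its gene, fixed beforehand, held 0 listed sites and 0 listed regions, among 36 sites and 125 regions listed on that chromosome. The study states that its sperm reads were mapped to galGal5, but it prints no genome build beside this position, so its build was not settled. These counts apply to that region only if the position is given in galGal5, like the listed sites and regions. The position may come from another build, in which case the window lay elsewhere. The empty window is therefore no test of the difference that the study describes there.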

Values the study reported

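The study reported 1285 significant DMSs, of which 768 were hypermethylated and 517 hypomethylated in sperm of conditioned males. The legend of its heat map gives 1286. By position, 462 DMSs were intergenic, 442 intronic, 172 in promoters, 161 in exons and 48 at transcription start sites. It reported 99 DMRs, 74 hypermethylated and 25 hypomethylated. It also described a difference in sperm methylation upstream of the miR-200a gene on chromosome 21, and 21 microRNAs among the annotated sites.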

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

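The tests of bird traits, of conditioning and of the relation between coverage and level at the chromosome 27 stretch were chosen after its pattern had been seen. In 66 groups of library values, 12 held a bird set apart from its group by the gap to its nearest neighbour as a share of the group's range, where chance gives about 5% of groups. That rate assumes independent values, but several of these items share sites. F0C replicate 1 was set apart in mean level over the higher sites (12.1%, gap share 0.720), over the chromosome 27 stretch (25.2%, 0.968), at the locus 389109 on that chromosome (27.6%, 0.981) and at the region 2931 on the contig of chromosome 1 (24.99%, 0.774). F0EHC replicate 2 was set apart at the chromosome 8 locus 28376514 (9.58%, 0.877), the chromosome 6 region 7933573 (20.7%, 0.838) and the chromosome 2 site 117433729 (63.3%, 1). F0C replicate 2 was set apart at that chromosome 2 site (43.2%, 0.757) and at the chromosome 20 site 5470993 (0%, 0.778). At the latter the other controls stood between 2.78% and 3.57% on a median of 36 reads, a gap that very few reads can make. At the chromosome 6 site 10805417, F0C replicate 5 (8.33%, 1) and F0EHC replicate 4 (0%, 1) were set apart, where coverage went down to 12 reads. F0EHC replicate 3 had the lowest median coverage of its group, at 41 reads (0.857).

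Along the chromosome 27 stretch, the library profiles with group means removed had a median pairwise r of 0.905 between loci at least 10 kb apart, over 43 pairs, against -0.00817 between loci on different chromosomes. The lowest conditioned bird lay 23.3 points under the highest control (F0EHC minus F0C of -23.3), which argues only against conditioning having set every conditioned bird above every control. The size of that gap is set by F0C replicate 1. Averaged over the stretch, F0EHC replicate 3, at 1.88%, lay just above the other controls, of which F0C replicate 3 was highest at 1.70%. That order changed from locus to locus. F0EHC replicate 3 was above those controls at 389109 to 389229 (4.06%) and below every control at 483496 to 483565 (1.02%). Such low levels cannot decide, so a small gain in every conditioned bird stays open. A haplotype, or another trait of single birds that spans the stretch, also stays open as a source, since the loci were noticed for this very likeness and its size cannot decide. Relative coverage of the stretch differed 1.60-fold between libraries (a share of 0.02 of 1000 random sets of 10 loci differed as much), yet it did not track the level over 9 libraries (Pearson r = -0.191, permutation p = 0.623, Spearman rho = -0.350, permutation p = 0.360, and r = 0.0460 without the 2 libraries farthest in coverage), so extra copies in some birds cannot be told apart from other causes. An effect of conditioning on a part of the birds stays open as well and was not tested.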

How the results depend on the processing

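Chosen after the tables had been seen were the likelihood ratio, quasi-binomial and log ratio fits, the site count at unadjusted p, the replicate block for regions, the counts and long-locus test without the chromosome 27 stretch or the W and unplaced contigs, site levels at 10 or 20 reads, and a library left out for loci shares, region counts, direction and mean level, the chromosome 27 level and counts without overlap. The split of regions by mean level was not part of the plan. The 1286 sites became 690, 718 and 669 loci at joining distances of 500, 100 and 2000 bp, because neighbouring sites merge. The share of loci higher in F0EHC (51.3%) was 59.7% over sites and 59.9% over joined CpGs, both past an exact binomial p of 0.05, and between 50.7% and 51.5% with a library left out. The edgeR quasi-likelihood refit gave 0 sites and also 1 at 20 reads, 1 with the replicate block, 0 to 1 with a library left out (1 without F0EHC replicate 4), 579 at unadjusted p, 625 by likelihood ratio and 327 by the quasi-binomial model. The cause was not tested. The limma count of 0 regions became 0 to 3 with a library left out (1 without F0C replicate 5, 3 without F0EHC replicate 2, 1 without F0EHC replicate 4) and 1236 at unadjusted p, and stayed at 0 with the replicate block. Equal replicate numbers did not pair birds (r between -0.0565 and 0.0693, and only F0EHC replicate 3 correlated best with its own number). The share of regions higher (56.0%) was past an exact binomial p of 0.05 over regions, which counts regions as independent. The exact permutation p of 0.563 between birds decides nothing, since the regions had been listed for the real grouping. The share stayed past that binomial p except at differences of at least 25 points (85.7%, 6 against 1 region, exact binomial p = 0.125, since few remained). It was 55.0% to 56.7% with a library left out. Differences over higher and lower sites were then 20.1 to 22.4 and -20.9 to -20.0 points, on sites selected for this contrast, so this is no test of stability. Chromosomes that departed in direction went from 0 of 14 by loci to 4 of 22 by sites; of these 4, 2 had been tested by loci and 2 had too few loci for a test. Over 25 named items and 225 fits with a library left out, 0 turned sign, 52 lost and 5 gained an exact p under 0.05, partly because fewer splits remain. DESeq2 and logistic models of all tested sites, genomic features, gene lists, region q and CpG minimums were not run. Read depth is unknown for regions.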

Other observations

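The tests of neighbouring regions, base variants and other groupings below were chosen before their results were seen, except that the place of the sites called in another grouping was counted afterwards. On chromosome 6 at 1549830 to 1549896 (10 CpGs, median 27.5 reads), all 4 conditioned males stood between 68.2% and 77.6%, while the controls were spread over 1.14%, 1.49%, 25.9%, 29.3% and 68.0% (exact permutation p = 0.0159, adjusted p = 0.0635). On chromosome 23 at 5557352 to 5557442 (11 CpGs, median 56 reads), F0EHC replicate 1 stood at 55.7% and the other conditioned males between 2.86% and 17.8%, and F0C replicate 4 at 16.7% (exact permutation p = 0.103). On chromosome 21 at 1707784 to 1707826 (6 CpGs, median 42 reads), F0C replicates 4 and 5 stood highest, with replicate 4 at 50.3%, and the conditioned males between 3.16% and 13.0% (exact permutation p = 0.135).

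The W chromosome, which male birds lack, carried 5 listed sites and 17 listed regions, but all 5 sites and 16 of the regions lay on an unlocalised W contig, and 0 sites on the assembled W. These sites had a median coverage of 56 reads, against 44 reads for the other sites, and at least 30 reads in every library.

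Birds of 1 group often differed at the same listed regions, and haplotypes that stretch over neighbouring regions were weighed as an explanation. The mean r of library profiles with group means removed was 0.304 for regions under 1 kb apart, 0.0704 at 1 to 10 kb and 0.0605 at 10 to 100 kb, against 0.0513 for regions on different chromosomes. At 100 to 1000 kb the mean r was 0.0586. The excess at 10 to 100 kb was 0.00929 (95% interval 0.000388 to 0.0196 over chromosomes), which is small but above 0. Simulated regions in which many 100 kb blocks shared a bird effect of 1 SD gave an excess of 0.115. The real excess argues against long haplotypes of that strength and reach as a general source. Weaker haplotypes, or haplotypes behind fewer regions, stay open. A mean over all pairs cannot decide about a single stretch such as that on chromosome 27, where a haplotype stays open. Variation that stays within 1 region was not tested.

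Sites carried by few birds might reflect base variants that remove a CpG, which bisulfite reads show as unmethylated. Of 650 listed sites in loci of 1 CpG, 27 (4.15%, Wilson 95% interval 2.87% to 5.98%) had all libraries within 10 points of 0, 50 or 100% methylation, and in loci of at least 3 CpGs the share was 4.72%. The interval spans the limit of 5% set for this test. The test also expects a CpG that is fully methylated where it is intact. Over all listed sites, the more methylated group had medians of only 24.6% (higher sites, F0EHC) and 25.2% (lower sites, F0C). A variant at a partly methylated CpG would give smaller steps, so the low share cannot argue against base variants. The chromosome 6 site 10805417, at 100% in 3 conditioned birds and 0% in F0EHC replicate 4, is 1 site where a base variant stays open.

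Other groupings of the birds were refitted in 100 splits of 4 against 5, the real one included. By edgeR's quasi-likelihood test the real split gave 0 sites under an FDR of 0.05 (579 under an unadjusted p of 0.05), 100 of the 100 splits gave as many, and the highest other gave 74. Any split reaches a count of 0, so this decides nothing about chance. That other split set F0C replicate 1 and F0EHC replicates 1, 2 and 4 against the rest, the birds with the highest mean levels over the chromosome 27 stretch. Of its 74 sites, 68 lay within that stretch and 6 outside it. Only sites listed for the real grouping were refitted, so this cannot show where else in the genome these birds stand apart. By limma the real split gave 0 regions (1236 under an unadjusted p of 0.05), 100 of the 100 splits gave as many, and the highest other gave 4, which again decides nothing about chance. By the likelihood ratio test the real split gave 625 sites and the highest other 226, but the sites had been chosen on the real split, which fixes that order.

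The count of sites under an FDR of 0.05 in the quasi-likelihood refit here was 0. That is lower than the count quoted from the study above, and the refit covered listed sites only. Which of edgeR's tests the study used is not stated. On the same sites the likelihood ratio test placed 625 and the quasi-binomial model 327 under an adjusted p of 0.05, so the count differs with the test chosen. Each of these counts is under the study's. The refits used the listed sites alone, also for edgeR's estimate of spread between libraries. They therefore cannot show which sites would pass in a fit of all tested sites, and the cause of the gap was not tested. The limma count of regions under an adjusted p of 0.05 here was 0. That is lower than the count quoted from the study above, which came from another tool and from regions that were not singled out here.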
